A study of Danio rerio with 5 samples.

How the data were processed

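RNA was measured in vagus motor neurons of zebrafish (Danio rerio) embryos at 28 to 30 hours after fertilisation. The fish carried an isl1:Kaede transgene, which places the photoconvertible fluorescent protein Kaede in isl1-expressing motor neurons. Light converts Kaede from green to red, so that neurons in an illuminated area can be told from the rest. Per the labels' protocols, neurons at the anterior or the posterior end of the vagus population were converted, the hindbrain was dissected and dissociated with trypsin, and converted cells were picked by hand into lysis buffer. Each library came from 100 such cells. Total RNA was amplified with the SMART-Seq v4 kit, a full-length cDNA method for very small amounts of RNA, made into Nextera XT libraries and sequenced on an Illumina instrument, per the labels' protocols.

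The deposited values are whole-number read counts per Ensembl gene, 1 file per library, with no normalization. The aligner, the counting program, the genome build, the annotation release and the use of strand are not stated in the labels. Each deposited count file ends with lines for reads that were not given to a gene, under the names that htseq-count writes. These lines include reads that aligned to several places, so reads shared by near-identical genes were left out of the gene counts. Counts of overlapping genes, such as neighbouring hox transcripts, and of antisense genes are therefore uncertain. No molecular identifiers are described, so floors given below cover counting error only. The floor used for a gene that was not detected is 3 counts, which was 0.149 to 0.201 CPM in these libraries, where CPM is a count scaled to a library total of 1e+06.

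Each library was placed in the anterior or posterior group by its source name. The second letter of the sample titles (B, G or R) was used as the name of the replicate and is the source of the pairing tested as a block. The labels do not say what the letters mean or whether libraries that share a letter came from the same animals or the same session. There were 2 anterior and 3 posterior libraries. Further libraries of this series were not analysed here.

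The counts as deposited were tested with the edgeR quasi-likelihood test (estimateDisp, glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3). Trimmed-mean (TMM) factors were used, and genes were kept by filterByExpr with the groups given (minimum count 10, minimum total count 15). All p-values are two-sided. They were adjusted by the Benjamini-Hochberg method over all tested genes, and separately over the union of the gene lists, with a threshold of 0.05. Log2 fold changes are posterior minus anterior. The standard error (SE) of a log2 fold change is its size divided by the square root of the quasi-likelihood F statistic, which is approximate. CPM values are TMM-normalised, and their spread is the standard deviation (SD) over libraries.

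Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01, and adjusted over 11 sets. The sets were all hox genes, hox paralogue group 5, Eph receptors and ephrins, the retinoic acid pathway, axon guidance, cranial motor neuron identity, progenitor and cycling cells, differentiated neurons, dissociation stress, other cell types, and GABAergic and glutamatergic interneurons. The relation of hox paralogue group number to log2 fold change was tested across genes by 100000 permutations. Genes are not independent replicates.

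Gene symbols came from a table that pairs Ensembl identifiers with symbols, and 26121 of 31953 identifiers had one. Many of these symbols are written in capitals without the a or b suffix of zebrafish duplicates, so that 2 genes can share a symbol, and such genes are told apart by identifier. A list symbol was matched in any case, or without its last a or b against a symbol in capitals. The lists held 407 symbols besides the Eph, ephrin and hox families, which were found by symbol pattern, and their union came to 449 genes. No coordinates are given because the genome build is not stated.

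The genes named were fixed by a rule. It took genes past the adjusted threshold whose groups did not overlap, or the 3 genes with the smallest p in each direction where fewer passed. It added isl1, phox2a and all tested group 5 hox genes, and up to 12 list genes with a list-adjusted p under 0.05. Other marker genes under the rule are not reported here. Groups, lists, tests, this rule and most alternatives were set before the data were examined.

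The alternatives were median-of-ratios (RLE) size factors, no filter beyond 1 count in total, a mean CPM of at least 5, DESeq2 1.42.0, limma-voom, the legacy form of glmQLFit, robust empirical Bayes, the replicate letter as a block over the 4 libraries that share letters, and each library left out in turn. For gene sets they included the fry rotation test and an inter-gene correlation estimated from the data. A mean CPM of at least 100 and the median in place of the mean of a gene set were chosen after seeing the data. With a single anterior library, fold changes were computed at a dispersion of 0.4 and not tested. Corrections for GC content and length were not run, because no table of transcript GC content and length for these identifiers was used here.

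The scripts were tested on counts simulated from the libraries' own means and totals, with 200 genes changed by 2 on the log2 scale. At a dispersion of 0.1, edgeR recovered 82.5% of the 200 genes, and 3.51% of its calls were false. At the dispersions estimated from these libraries, with a median of 2.13, edgeR called 10 genes and recovered 3.98% of the 176 changed genes that passed the filter, and 30% of its calls were false. DESeq2 then called 310 genes, of which 31 were truly changed. With no changed gene, edgeR called 1 gene and DESeq2 340. Figures were drawn with matplotlib 3.10.9.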

Results

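The vagus motor nucleus is a column of hindbrain neurons whose axons leave in several branches of the vagus nerve, and the comparison asked which genes differ in expression between its anterior and posterior ends. Anterior cells were profiled in 2 libraries (B and G) and posterior cells in 3 (B, G and R), each made from 100 hand-picked cells. Reads assigned to genes numbered 17433311 in anterior B, 20088585 in anterior G, 14932562 in posterior B, 16225287 in posterior G and 19197178 in posterior R. These were 69.0% to 72.5% of the reads counted in each file. Anterior libraries detected 12241 and 13589 genes with at least 1 count, and posterior libraries detected 10463 (B), 12670 (G) and 13289 (R). The gene with most counts in any library, malat1, took 3.53% of them at most.

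Similarity between libraries of the same group overlapped with that between libraries of different groups. Across tested genes, the Spearman correlation of log2 CPM was 0.679 between the anterior libraries and 0.649 to 0.759 between posterior libraries. Between groups it ran from 0.582 to 0.739. The lowest values in both ranges involved posterior B, which detected the fewest genes. The fitted spread between libraries fell with expression. The median biological coefficient of variation was 2.18 for the 3790 genes with a mean under 10 CPM, 0.626 for the 1531 genes at 100 to 300 CPM and 0.422 for the 101 genes at 1000 CPM or more. These values come from the trend of dispersion over abundance that edgeR fitted, and not from the spread of single genes.

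Many genes had 0 counts in one library and a high count in others. Among genes with a mean of 10 to 30 CPM in the other 4 libraries, a library had 0 counts for 21.8% of them, from 14.8% in posterior R to 37.6% in posterior B. At 100 to 300 CPM the share was 0.261%. The floor of 3 counts was at most 0.201 CPM in these libraries, far below these abundances.

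**Figure D1:**
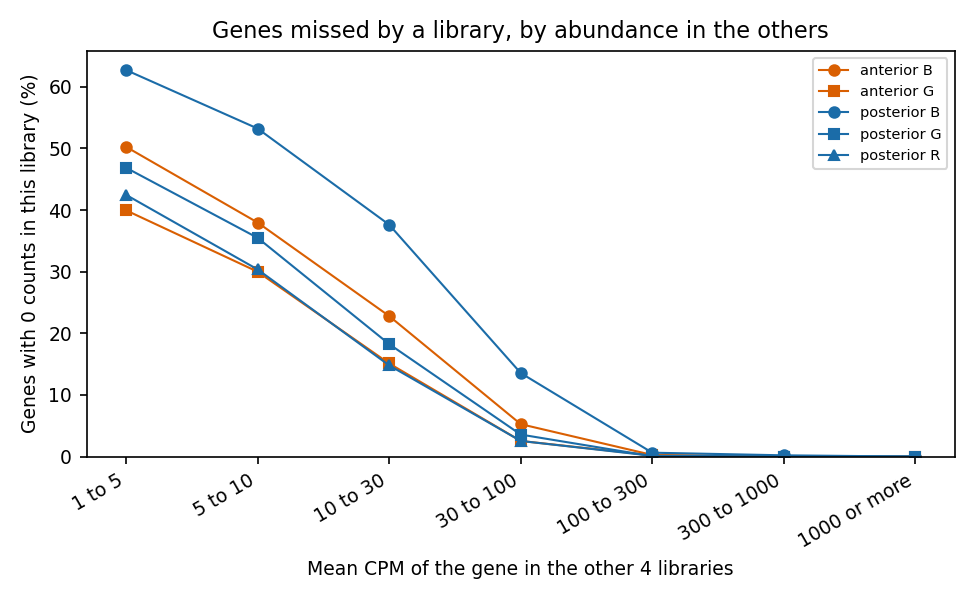
Percent of genes with 0 counts in each library (vertical axis), against the mean CPM of the same genes in the other 4 libraries (horizontal axis, classes). Anterior libraries are orange and posterior libraries blue, with a circle for replicate B, a square for G and a triangle for R. At 10 to 30 CPM posterior B missed 37.6% of genes and posterior R 14.8%, and at 1000 CPM or more no library missed a gene.

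Of 11827 genes tested, 0 had an adjusted p under 0.05 in the edgeR quasi-likelihood test, and the smallest adjusted p was 0.219. At an unadjusted p under 0.05 there were 768 genes, where 5% of those tested is 591. Of these, 270 were higher in posterior and 498 higher in anterior cells. By mean abundance, the share of genes with such a p was 3.67% under 10 CPM and 6.47% to 10.2% in the classes from 10 to 1000 CPM. It was 22.8% of the 101 genes at 1000 CPM or more. These shares were not compared with other splits of the libraries. The alternative that moved the count most was DESeq2, which called 252 genes at the same threshold, 157 higher in posterior and 95 higher in anterior cells. In 172 of those 252 genes, every library of one group was at or under 3 counts. Every library of one group lay above every library of the other in 2591 genes (21.9%), where chance gives 20% and the other 9 splits of the libraries gave 1980 to 2503 genes. With the replicate letter as a block over the 4 libraries that share letters, 0 genes had an adjusted p under 0.05 and 211 an unadjusted p under 0.05. Across genes, deviations of libraries that share a letter were close to uncorrelated. The correlation of deviations from the group mean was -0.0011 between the B libraries and 0.010 between the G libraries. This does not exclude differences shared by letter. In both groups the B library detected fewer genes than the G library (12241 against 13589 in anterior, 10463 against 12670 in posterior). Of the other 9 splits, placing the B libraries together gave the most genes with an unadjusted p under 0.05 (689) and the most DESeq2 calls (586). The posterior minus anterior differences of pair B and of pair G had a Spearman correlation of 0.038 across genes, and 0.051 when the pairs were crossed.

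The motor neuron genes ISL1 and PHOX2A did not separate the groups. ISL1 (ENSDARG00000004023) had 2115 ± 377 CPM (SD, n = 2) in anterior and 1959 ± 256 CPM (SD, n = 3) in posterior cells, a log2 fold change of -0.11 ± 0.23 (SE; edgeR adjusted p 0.956). The sign of this small difference changed when 1 anterior library was left out. PHOX2A (ENSDARG00000007406) varied more between libraries, at 84.9 and 220.0 CPM in anterior and 1466, 106 and 310.2 CPM in posterior libraries (edgeR adjusted p 0.726).

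The genes with the smallest p in each direction were not past the adjusted threshold, though the libraries of their groups did not overlap. Higher in posterior cells were hmga1a, hoxb1b and 1 of the genes named HOXB5. The chromatin protein gene hmga1a (ENSDARG00000028335) rose from 9137 ± 2788 CPM (SD, n = 2) to 18930 ± 845 CPM (SD, n = 3), a log2 fold change of 1.05 ± 0.16 (SE; edgeR adjusted p 0.219). The values of hoxb1b (ENSDARG00000054033) were 51.3 ± 2.09 CPM (SD, n = 2) in anterior and 387 ± 72.9 CPM (SD, n = 3) in posterior cells, a log2 fold change of 2.92 ± 0.51 (SE; edgeR adjusted p 0.279). HOXB5 (ENSDARG00000013057) had 29.8 ± 21.1 CPM (SD, n = 2) and 306 ± 37.0 CPM (SD, n = 3), a log2 fold change of 3.32 ± 0.61 (SE; edgeR adjusted p 0.345). Higher in anterior cells were CRABP1, STMN1 and RND3. CRABP1 (ENSDARG00000035904), which encodes a retinoic acid binding protein, fell from 741 ± 368 CPM (SD, n = 2) to 62.2 ± 49.3 CPM (SD, n = 3), a log2 fold change of -3.60 ± 0.57 (SE; edgeR adjusted p 0.219). STMN1 (ENSDARG00000033655) went from 2664 ± 751 CPM (SD, n = 2) to 912 ± 131 CPM (SD, n = 3), with an edgeR adjusted p of 0.269. RND3 (ENSDARG00000076799) went from 1022 ± 417 CPM (SD, n = 2) to 235 ± 109 CPM (SD, n = 3), with an edgeR adjusted p of 0.359.

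Adjusted over the 285 tested genes of the lists alone, 13 genes had a p under 0.05, 6 higher in posterior and 7 higher in anterior cells, against 0 when adjusted over all genes tested. An unadjusted p under 0.05 was found for 61 list genes. The list-adjusted edgeR p was 0.0106 for CRABP1, 0.0135 for hoxb1b and 0.0139 for HOXB5 (ENSDARG00000013057). The posterior group also included the other HOXB5 (ENSDARG00000054030), with 626 ± 123 CPM (SD, n = 2) in anterior and 1653 ± 185 CPM (SD, n = 3) in posterior cells and a list-adjusted edgeR p of 0.0173. NEUROD4 (ENSDARG00000003469) rose from 400.2 ± 133 CPM (SD, n = 2) to 1269 ± 153 CPM (SD, n = 3), with a list-adjusted edgeR p of 0.0173. DHRS3 (ENSDARG00000044803), which encodes a retinaldehyde reductase, rose from 106 ± 70.8 CPM (SD, n = 2) to 560.4 ± 131 CPM (SD, n = 3), with a list-adjusted edgeR p of 0.0226. The gene hoxb6b (ENSDARG00000026513) rose from 143 ± 114 CPM (SD, n = 2) to 709 ± 80.8 CPM (SD, n = 3), with a list-adjusted edgeR p of 0.0231.

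The list genes higher in anterior cells were CRABP1, gap43, PRPH, INA, en1b, NRP2 and TUBB2B. The axon growth gene gap43 (ENSDARG00000099744) had 1208 ± 296 CPM (SD, n = 2) in anterior and 449 ± 91.6 CPM (SD, n = 3) in posterior cells, with a list-adjusted edgeR p of 0.0266. PRPH (ENSDARG00000028306), a neuronal intermediate filament gene, had 408 ± 252 CPM (SD, n = 2) and 88.1 ± 37.0 CPM (SD, n = 3), and NRP2 (ENSDARG00000038446), a receptor gene of axon guidance, had 371 ± 43.9 CPM (SD, n = 2) and 78.4 ± 58.6 CPM (SD, n = 3). Their list-adjusted edgeR p was 0.0389 each. INA (ENSDARG00000053248) had 42.1 and 122 CPM in the anterior libraries and 0 counts in all 3 posterior libraries. Its anterior mean was at least 423-fold above the posterior floor of 3 counts. That floor covers the counting of reads only, so it does not bound the difference in expression. The gene en1b (ENSDARG00000098730) had 51.0 and 98.4 CPM in the anterior libraries and 0, 0 and 3.06 CPM in posterior B, G and R. At 30 to 100 CPM in the other 4 libraries, a library had 0 counts for 5.49% of genes. The share was 13.6% in posterior B, 3.58% in posterior G and 2.54% in posterior R. Libraries tended to miss the same genes at matched abundance, with odds ratios of 3.35 to 5.03 between posterior libraries. Zeros in all 3 of them are therefore not independent. INA is among the genes at or under 3 counts in 1 group that are weighed under other observations, where chance could not be excluded.

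**Figure D2:**
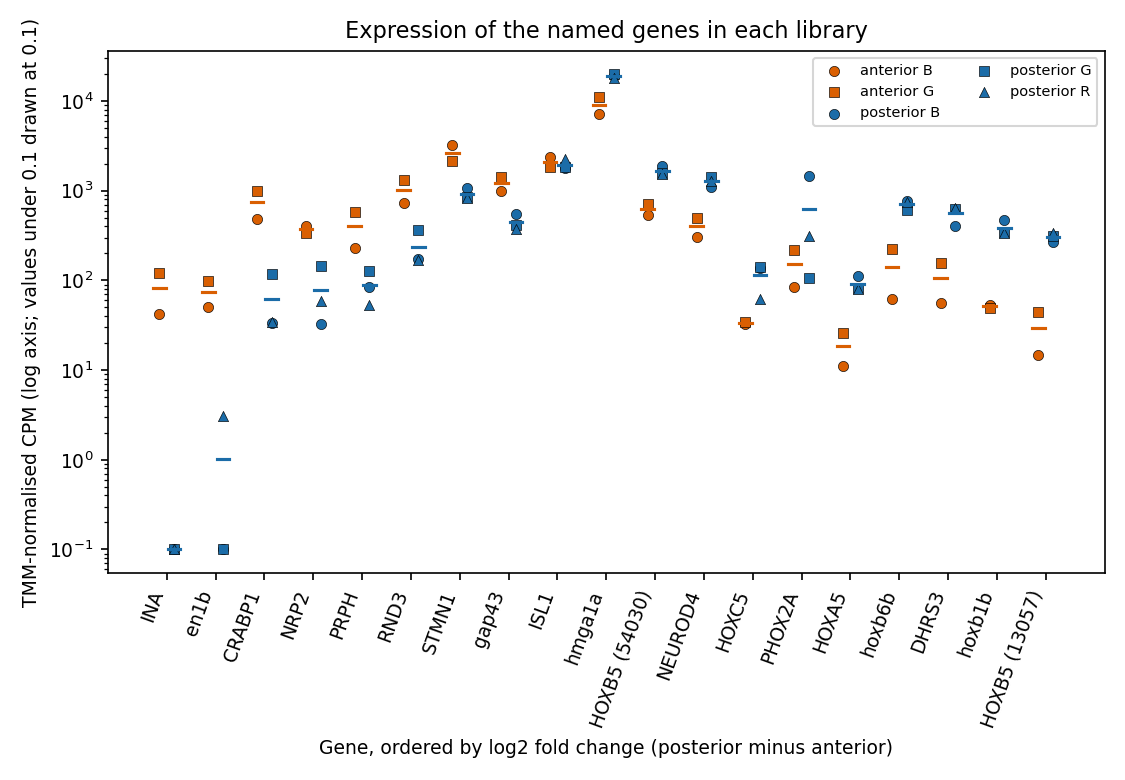
TMM-normalised CPM (vertical log axis) of each named gene in each library, with genes ordered by log2 fold change. Points are libraries (orange anterior, blue posterior; circle B, square G, triangle R), bars are group means, and values under 0.1 CPM are drawn at 0.1. ISL1 and PHOX2A overlap between the groups, and INA has 0 counts in all 3 posterior libraries.

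Hox genes, whose expression limits are ordered along the body axis, were tested as a set. Of 25 tested hox genes, 17 were higher in posterior cells, with a mean log2 fold change of 1.60 and a median of 1.29 (camera in limma, adjusted p 1.93e-08 over 11 sets). The mean log2 CPM of the set was 4.62 ± 0.62 (SD, n = 2) in anterior and 6.12 ± 0.50 (SD, n = 3) in posterior libraries. Camera with an inter-gene correlation estimated from the data gave an adjusted p of 0.282, and the limma fry rotation test, which tests another null hypothesis, gave 0.0888. With the replicate block over 4 libraries the mean log2 fold change was 1.36 (camera in limma, adjusted p 1.74e-05). Among the 18 hox genes above 3 counts in all 5 libraries, 12 were higher in posterior cells, with a mean log2 fold change of 1.06.

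All 4 tested genes of hox paralogue group 5 were higher in posterior cells and none of them overlapped between groups. Their mean log2 fold change was 2.18 (camera in limma, adjusted p 3.67e-07), and 2.33 with the replicate block (adjusted p 9.97e-05). The limma fry test gave an adjusted p of 0.0425 and the estimated inter-gene correlation 0.282. Besides the HOXB5 genes, HOXC5 (ENSDARG00000070340) rose from 33.7 ± 1.46 CPM (SD, n = 2) to 114 ± 44.6 CPM (SD, n = 3) and HOXA5 (ENSDARG00000102501) from 18.5 ± 10.4 CPM (SD, n = 2) to 90.97 ± 17.1 CPM (SD, n = 3). Both had an edgeR adjusted p of 0.726. In groups 1 to 4, 7 of 13 genes were higher in posterior cells, with a median log2 fold change of 0.47. In groups 5 to 9 it was 10 of 12 genes, with a median of 2.21. Across the 25 genes, paralogue group number and log2 fold change had a Spearman rho of 0.298 (permutation p 0.149) and a Pearson r of 0.170 (permutation p 0.425). With no filter on low counts, rho was 0.486 over 29 genes (permutation p 0.0082).

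**Figure D3:**
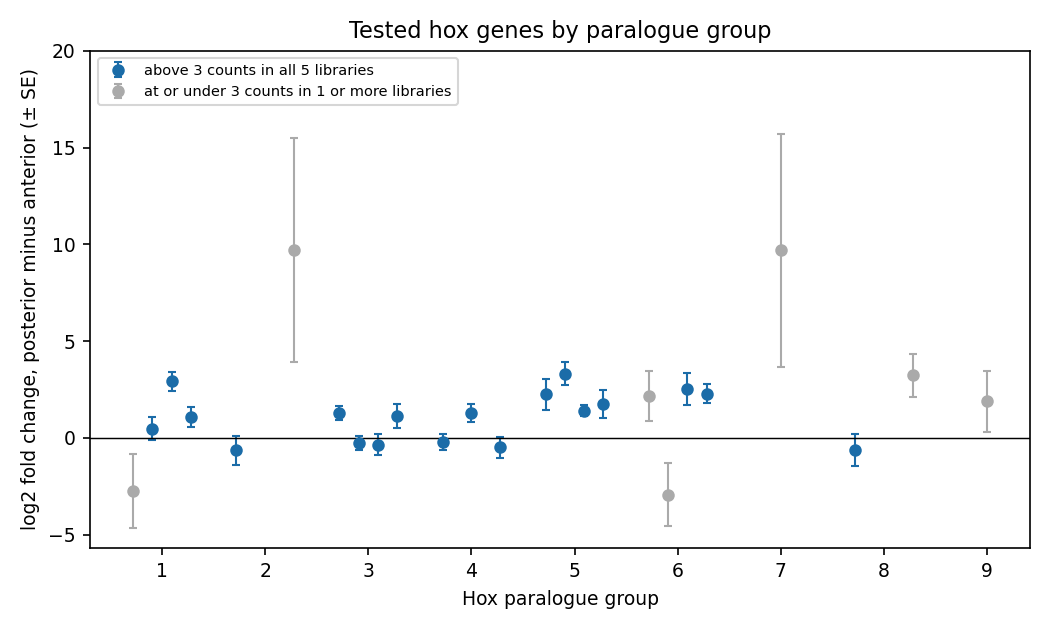
Log2 fold change, posterior minus anterior, of the 25 tested hox genes (vertical axis, bars are SE) by paralogue group (horizontal axis). Blue points are the 18 genes above 3 counts in all 5 libraries and grey points the 7 others. All 4 group 5 genes lie above 0, while 7 of the 13 genes of groups 1 to 4 do.

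The differentiated neuron set was lower in posterior cells. Of its 34 tested genes, 7 were higher in posterior cells, and the mean log2 fold change was -1.67 with a median of -0.91 (camera in limma, adjusted p 0.00067). The limma fry test gave an adjusted p of 0.342 and the estimated inter-gene correlation 0.507. With the replicate block the mean was -1.84 (camera in limma, adjusted p 0.0198). The anterior libraries differed from each other by more than the group means did. The mean log2 CPM of the set was 4.59 in anterior B and 6.71 in anterior G, against 4.42, 4.18 and 4.67 in posterior B, G and R. Leaving out anterior G, with genes filtered anew, turned the mean log2 fold change to 0.52, though gap43, a gene of the set, stayed lower in posterior cells.

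No other set had an adjusted p under 0.05 in the camera test. For axon guidance, 26 of 75 genes were higher in posterior cells, with a median log2 fold change of -0.41 (camera in limma, adjusted p 0.0721). For the progenitor and cycling set it was 24 of 39 genes, with a median of 0.23 (camera in limma, adjusted p 0.132). In the retinoic acid pathway, 19 of 34 genes were higher in posterior cells (camera in limma, adjusted p 0.304), with CRABP1 and DHRS3 changed in opposite directions. Eph receptors and ephrins (10 of 22 genes higher in posterior; adjusted p 0.333), cranial motor neuron identity (6 of 16; adjusted p 0.556), other cell types (8 of 11; adjusted p 0.132), dissociation stress (15 of 32; adjusted p 0.900) and interneurons (8 of 19; adjusted p 0.966) were not separated either by camera in limma.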

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

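The count of 0 genes with an adjusted p under 0.05 held under RLE size factors, each expression filter, limma-voom, the legacy and robust forms of edgeR, the replicate block and each fit without 1 posterior library. Few calls could be made in any of them. In counts simulated at these libraries' dispersions, edgeR recovered 3.98% of the changed genes with all 5 libraries. The replicate block fitted a further term to only 4 libraries. A count of 0 is thus no evidence that genes do not differ. Unadjusted p-values under 0.05 in the fits named ran from 179 of 2120 genes with a mean CPM of at least 100 to 893 of 11827 with limma-voom. These counts rest on different numbers of genes. The legacy form of edgeR gave 565 of 11827 genes, under the 591 that make 5%, so the excess over 5% did not hold in every fit. The exception to the count of 0 was DESeq2, with 252 genes, 157 higher in posterior and 95 higher in anterior cells. It called 340 genes in counts simulated with no difference at these libraries' dispersions. A mean CPM of at least 100 and the median of a set were chosen after seeing the data. Corrections for GC content and length, alone or with the replicate block, were not run.

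For hox genes (1.60), hox paralogue group 5 (2.18) and differentiated neurons (-1.67), the mean log2 fold change is the same under the estimated inter-gene correlation, but the adjusted p was no longer under 0.05. Under fry this was so for hox genes and differentiated neurons (adjusted p 0.0888 and 0.342) and not for group 5. The adjusted p ranged over the tested alternatives from 1.21e-08 to 0.282 for hox genes, from 8.54e-08 to 0.282 for group 5 and from 0.00051 to 0.507 for differentiated neurons.

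For sets not past the threshold, the sign of the mean log2 fold change often differed between settings. The means set against these alternatives were 0.10 for Eph and ephrin, 0.059 for the retinoic acid pathway, 0.14 for cranial motor neuron identity, 0.17 for dissociation stress, 3.26 for other cell types and 0.40 for interneurons. The progenitor and cycling mean was -0.0043, so its sign carries no direction. In the main fit the direction given by camera was opposite to the sign of the mean for some sets. It was lower in posterior for Eph and ephrin, cranial motor neuron identity, dissociation stress and interneurons. For progenitor and cycling it was higher in posterior. In these sets a changed sign of the mean does not by itself show that the direction given by camera changed. With a mean CPM of at least 5, the mean log2 fold change was -0.22 for Eph and ephrin genes, 8.56e-05 for progenitor and cycling genes and -1.78 for interneurons. With a mean CPM of at least 100 it was -0.55 for Eph and ephrin, -0.0043 for the retinoic acid pathway, -0.42 for cranial motor neuron identity, 0.24 for progenitor and cycling and -0.12 for dissociation stress. Other cell types and interneurons had no gene left there. With the replicate block it was -1.42 for Eph and ephrin, -0.49 for cranial motor neuron identity, 0.00087 for progenitor and cycling, -0.13 for dissociation stress, -1.14 for other cell types and -1.57 for interneurons. The same 4 libraries without the block gave -1.44, -0.51, -0.12, -1.14 and -1.57 for these sets other than progenitor and cycling, so those changes of sign came with leaving out posterior R and not with the block. The medians were -0.31 for Eph and ephrin, -0.40 for cranial motor neuron identity, 0.23 for progenitor and cycling, -0.10 for dissociation stress and -0.34 for interneurons. The cause of the changes under the filters and the median was not tested.

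Across the 5 fits that each left out 1 library, the mean log2 fold change ran from 1.27 to 3.82 for hox genes, 1.88 to 2.69 for group 5, -1.44 to 1.43 for Eph and ephrin, -0.26 to 1.09 for the retinoic acid pathway, -0.99 to 1.18 for axon guidance and -0.51 to 3.12 for cranial motor neuron identity. It ran from -0.070 to 0.57 for progenitor and cycling, -2.25 to 0.52 for differentiated neurons, -0.12 to 1.45 for dissociation stress, -1.14 to 7.06 for other cell types and -1.57 to 3.34 for interneurons. Genes were filtered anew in each of these fits. With either anterior library left out, the hox set had 29 genes against 25 in the main fit. Axon guidance had 88 without anterior B and 87 without anterior G, against 75. These ranges thus mix a change of genes with the influence of a library. Among the same 13 hox genes with a mean CPM of at least 100, the mean was 0.80 without anterior B and 1.48 without anterior G, against 1.05 with all libraries. The hox paralogue rho ran from 0.266 to 0.614, and was 0.486 with no filter. The log2 fold change of ISL1 ran from -0.29 to 0.082. The other named genes kept their direction in the alternatives in which they had a value, and 13 of them passed the threshold under DESeq2 alone. The size of the change was less stable for some. For example, the log2 fold change ran from 0.47 to 2.87 for PHOX2A, 1.66 to 3.50 for hoxb6b and -2.73 to -1.39 for PRPH. For hoxb1b it ran from 2.79 to 3.02. HOXA5, HOXC5, INA and en1b had no value with a mean CPM of at least 100, and TUBB2B, which is not among those 13, was followed only under DESeq2, where its adjusted p was 0.0181. Genes of low abundance were limited most, since a library had 0 counts for 37.5% of genes at 5 to 10 CPM and 0.261% at 100 to 300 CPM.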

Other observations

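All tests here were chosen after the values of the libraries had been looked at. Only the share of missed genes by abundance and the sharing of missed genes between libraries of a letter were set down before the quantity they measure had been seen. With 2 anterior libraries, the 5 libraries can be split into 2 and 3 in 10 ways, and 4 of these part both same-letter pairs as the real split does, so no count of splits can separate the groups from chance. In the other 6 splits at least 1 of the pairs stays together. The counts were narrowed to the 4 splits after the results of the splits had been seen.

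The gene detection of the libraries was tested for sequencing depth and for loss of transcripts before sequencing. Drawing every library down to the smallest total left 91.4% of the range of detected genes between libraries (2856 of 3126 genes), so sequencing depth accounted for little of it. For genes with a mean of 10 to 30 CPM in the other 4 libraries, 21.8% of gene and library combinations had 0 counts (3253 of 14953), where Poisson sampling of reads gives 2.31e-64. The share fell with each class of abundance, from 48.6% at 1 to 5 CPM to 0.261% at 100 to 300 CPM. A candidate explanation is that few transcripts of such genes were captured from 100 cells before amplification. Real differences between pools of cells were not tested. They would also exceed Poisson sampling of reads, so this comparison cannot tell them from loss before sequencing. Sharing of missed genes by libraries of a letter was not resolved. The odds ratio of shared loss in same-letter pairs was 0.896 of that in crossed pairs on average, but the letters differed, with 2.36 for the B pair and 4.31 for the G pair against 3.47 and 3.64 for the crossed pairs. Reads that aligned to several places differed over the libraries by 3.73 percentage points, and the groups overlapped.

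Whether the gap between edgeR (0 genes) and DESeq2 (252 genes) comes from missed genes was not settled. In counts simulated at these libraries' dispersions with no changed gene, DESeq2 called 340 genes and edgeR 1. There the gap arose with no difference between the groups. These dispersions were estimated from libraries that miss genes, so the simulation does not exclude a part for missed genes. Of the 252 DESeq2 calls, 68.3% were at or under 3 counts in every library of one group. Such a gene is by itself a large change, whatever its cause. The other 80 calls were above 3 counts in some library of both groups, 57 of them in every library. Of the 4 splits that part both pairs, 3 gave as many DESeq2 calls, and of all 10 splits 5 did, the real split included. Placing anterior B with posterior B against the rest gave 586. The 172 DESeq2 calls at or under 3 counts in every library of 1 group (109 in anterior, 63 in posterior) are not the same set as the next. Genes at or under 3 counts in every library of 1 group and at 5 CPM or more in every library of the other also numbered 172. Of these, 71 were detected in posterior and 101 in anterior cells. As many were found in 3 of the 4 splits, the real split included. Examples, chosen after their values were seen, are DRGX and CHRNA2 in posterior and NDEL1 in anterior cells. Their group means were at least 605-fold, 522-fold and 421-fold above the floor of 3 counts in the other group. INA is also among these genes. Such genes cannot be told apart from chance here.

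The real split was the most extreme of the 10 in some other quantities. It gave 768 genes with an unadjusted p under 0.05, the other 9 splits gave 462 to 689, and 1 of the 4 splits that part both pairs gave as many, the real one. The list-adjusted p was under 0.05 for 13 genes in the real split and for 0 to 1 in the other 9, so that again 1 of the 4 splits, the real one, gave as many. The hox set had a camera p of 1.75e-09 in the real split, and 1 of the 4 splits had one as small, the real one. The smallest p among the other splits, 9.43e-06, came from posterior B and G against the rest. Hox genes kept a mean log2 fold change of 1.05 among genes with a mean CPM of at least 100, which few libraries miss, so unequal detection does not account for it fully. A hypothesis is that posterior cells express more of the hox genes as a set, but chance cannot be excluded with 2 anterior libraries. Whether this is stronger in groups 5 and above was not resolved. Paralogue group number and log2 fold change had a Spearman rho of 0.298 (permutation p 0.149), and 0.486 with no filter (permutation p 0.0082). The hox gene with the smallest edgeR p was hoxb1b, of group 1.

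The lower differentiated neuron set in posterior cells was weighed against 4 explanations. Among genes with a mean CPM of at least 100 its mean log2 fold change was -0.62 (12 of 16 genes lower in posterior), so missed genes do not account for it fully. Of the 4 splits that part both pairs, 2 gave a camera p as small, and of all 10 splits 2 did, the real one included. The camera p was 1.52e-05 for anterior G and posterior B against the rest. Leaving out anterior G turned the mean of those 16 genes to 0.11, while their median stayed at -0.12 with 9 of 16 genes lower in posterior, and leaving out anterior B gave a mean of -1.02. The size of the difference, and the sign of the mean log2 fold change, thus depended on anterior G. By mean log2 CPM of the whole set, anterior B at 4.59 lay above the posterior mean of 4.42 but under posterior R at 4.67. An earlier stage of differentiation in posterior cells may be a biological explanation. The progenitor and cycling set, which would then be higher in posterior cells, had a camera adjusted p of 0.132. Of the 4 splits 2 gave a p as small, and of all 10 splits 3 did, the real split included. The pattern cannot be told apart from a difference between the anterior libraries.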
